# The miRNA Transcriptome Directly Reflects the Physiological and Biochemical Differences between Red, White, and Intermediate Muscle Fiber Types

**DOI:** 10.3390/ijms16059635

**Published:** 2015-04-29

**Authors:** Jideng Ma, Hongmei Wang, Rui Liu, Long Jin, Qianzi Tang, Xun Wang, Anan Jiang, Yaodong Hu, Zongwen Li, Li Zhu, Ruiqiang Li, Mingzhou Li, Xuewei Li

**Keywords:** miRNA, fiber type, pig, myogenesis, energy metabolism

## Abstract

MicroRNAs (miRNAs) are small non-coding RNAs that can regulate their target genes at the post-transcriptional level. Skeletal muscle comprises different fiber types that can be broadly classified as red, intermediate, and white. Recently, a set of miRNAs was found expressed in a fiber type-specific manner in red and white fiber types. However, an in-depth analysis of the miRNA transcriptome differences between all three fiber types has not been undertaken. Herein, we collected 15 porcine skeletal muscles from different anatomical locations, which were then clearly divided into red, white, and intermediate fiber type based on the ratios of myosin heavy chain isoforms. We further illustrated that three muscles, which typically represented each muscle fiber type (*i.e.*, red: *peroneal longus* (PL), intermediate: *psoas major* muscle (PMM), white: *longissimus dorsi* muscle (LDM)), have distinct metabolic patterns of mitochondrial and glycolytic enzyme levels. Furthermore, we constructed small RNA libraries for PL, PMM, and LDM using a deep sequencing approach. Results showed that the differentially expressed miRNAs were mainly enriched in PL and played a vital role in myogenesis and energy metabolism. Overall, this comprehensive analysis will contribute to a better understanding of the miRNA regulatory mechanism that achieves the phenotypic diversity of skeletal muscles.

## 1. Introduction

Skeletal muscle is the major organ, by weight, in the body, accounting for approximately 40% of the body’s mass. It plays an important role in exercise and energy metabolism [1], and is a heterogeneous tissue comprising fibers that can be broadly classified as red (oxidative), intermediate (oxidative-glycolytic), and white (glycolytic) fiber types. Each fiber type is characterized by increased levels of different types of myosin heavy chain (MHC): red fibers, *Myh7* and *Myh2*; intermediate fibers, *Myh1*; and white fibers, *Myh4* [2,3,4]*.* Red fibers contain higher levels of mitochondria, capillaries, myoglobin, and lipids than white fibers. White fibers have higher levels of glycolytic enzymes than red fibers; for example, lactate dehydrogenase A (LDHA), which is one of the key metabolic enzymes for glycolysis in skeletal muscle [3]. Intermediate fibers have intermediate characteristics between red and white fibers, and display both oxidative and glycolytic capacities. The diversity of muscle fibers play important roles in metabolic health and disease. Whole-body insulin sensitivity and insulin-stimulated glucose transport are positively correlated with the proportion of oxidative fibers [5], while glycolytic muscle fibers show greater atrophy than the oxidative fibers in response to food deprivation [6].

miRNAs are small non-coding RNAs of ~22 nucleotides (nt) in length that regulate gene expression by specifically binding target mRNA and mediating mRNA degradation and/or translational inhibition. Emerging evidence has demonstrated that miRNAs play a critical role in skeletal muscle differentiation and metabolism [7,8]. Recently, several studies have found that, because of the metabolic needs of oxidative and glycolytic skeletal muscles, they shared most muscle-specific miRNAs that expressed at distinct levels [9,10]. Interestingly, miR-499 and miR-208b are positively associated with oxidative red fibers as they repress transcriptional repressors of slow-twitch contractile protein genes, such as *Sox6* [11].

Pigs (*sus scrofa*) have considerable agricultural significance in meat production. Skeletal muscle is a highly heterogeneous tissue, nonetheless previous studies of miRNA trancriptome differences only focused on two fiber types. To better understand and elucidate the major determinants for phenotypic properties of various muscle types at the miRNA level, we screened and selected three muscles that typically represented each muscle fiber type (*i.e.*, red, intermediate, and white) from 15 candidates, based on differences in their muscle fiber composition and metabolic capacity, and then investigated the differences in their miRNA transcriptomes using a deep sequencing approach. Illuminating the miRNA-based post-transcriptional regulatory mechanism in different fiber types will enrich our knowledge of the roles of miRNA in muscle biology, and help us to further understand the characteristics of distinct muscle fiber types.

## 2. Results and Discussion

### 2.1. The Characteristics of Skeletal Muscle Fiber Types

To determine the muscles that typically represent each muscle fiber type, we collected 15 porcine skeletal muscles in different anatomical locations. qRT-PCR was performed to quantify the content of four MHC isoforms (*Myh1*, *Myh2*, *Myh4*, and *Myh7* genes) in 15 skeletal muscles. Although the mRNA sequences of these four genes showed high identity (>75%) with each other, Sanger sequencing for the PCR products of MHC isoforms confirmed the specificity and reliability of our qRT-PCR primers (data not shown). As shown in Figure 1a, hierarchical clustering analysis showed that distinct muscle types are divided into three clusters: red fiber (*Myh7* and *Myh2*), intermediate fiber (*Myh1*), and white fiber (*Myh4*) based on the ratios of MHC isoforms, which were consistent with previous classification of muscle fibers [12,13,14]. Meanwhile, mitochondrial contents and relative expression levels of *LDHA* were measured to distinguish the differences in metabolic capacity for distinct muscle fibers. Results showed that red fibers have the highest mtDNA copy number (Figure 1b), while white fibers have the highest *LDHA* expression levels (Figure 1c). Intermediate fibers exhibited intermediate levels for both measures.

Among these muscles, *peroneal longus* (PL) contained the highest number of copies of mtDNA per cell and lower *LDHA* expression (Figure 1b), suggesting its higher oxidative capacity compared to other skeletal muscles. In contrast, the *longissimus dorsi* muscle (LDM) exhibited the highest abundance of *LDHA* expression and relatively lower mtDNA copy number, suggesting it to be more proficient in anaerobic glycolytic metabolism (Figure 1c). Intriguingly, the *psoas* major muscle (PMM) that was regarded as a typical red muscle fiber type previously [4,15,16,17], was found to be an intermediate muscle fiber type (Figure 1a) in this study, with moderate mtDNA copy number and *LDHA* expression level. Moreover, the color of PMM was intermediate between red (PL) and white (LDM), which further confirmed the intermediate phenotype of PMM (Figure 1d). Therefore, PL, PMM, and LDM were selected as the most representative muscles for red, intermediate, and white fiber types respectively, in the subsequent analyses.

**Figure 1:**
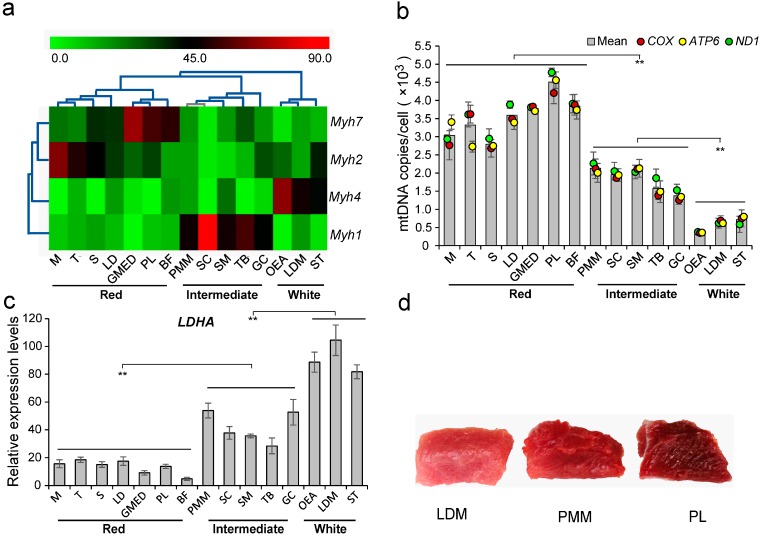
The characterization of various skeletal muscles. (**a**) Hierarchical clustering analysis for the ratios of myosin heavy chain isoforms in 15 muscle tissues based on Pearson correlation. M, *masseter*; T, *trapezius*; S, *soleus*; LD, *latissimus dorsi*; GMED, *gluteus medius*; PL, *peroneal longus*; BF, *biceps femoris*; PMM, *psoas major* muscle; SC, *semispinalis capitis*; SM, *semimembranosus*; TB, *triceps brachii*; GC, *gastrocnemius*; OEA, *obliquus externus abdominis*; LDM, *longissimus dorsi* muscle; ST, *semitendinosus*; (**b**) mtDNA copies per cell in 15 muscle tissues (*p* < 0.01); (**c**) The relative expression of lactose dehydrogenase A (*LDHA*) in 15 muscle tissues (*p* < 0.01); (**d**) The colors of LDM, PMM, and PL. Data are means ± SD. Statistical significance was calculated by one-way repeated-measures ANOVA (*n* = 3 per individual). ** *p* < 0.001.

### 2.2. Summary of Deep Sequencing Data

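Small RNA from 3 porcine skeletal muscles was compared, with PL as the red, PMM as the intermediate, and LDM as the white fiber type. Each muscle is represented by 1 library from female Landrace pigs at 210 days of age. There are thus no replicates, and the spread between animals cannot be estimated. The paper describes pooling RNA of 3 pigs for PL. For PMM and LDM it states only that the pigs were the same. The PL library was sequenced for this study, while the PMM and LDM data came from the authors' previous study of the same pigs, so the sequencing batch and the difference between PL and the other muscles cannot be told apart. The authors removed reads without a 3' adapter, reads under 16 or over 29 nt, and junk reads, mapped the rest by BLAST to precursors of pig and 24 other mammals in miRBase 19.0, and placed them on the pig genome (Sscrofa10.2). The table analyzed here is that of the conserved miRNAs, whose precursors are known in other mammals. It lists the reads of each miRNA per library under a heading for the most abundant sequences, and the sources used here do not say whether other isomiRs of a miRNA are counted in. The tables of known porcine and candidate miRNAs were not analysed here. A miRNA with no read listed in a library was taken as 0 reads. Identical mature sequences were merged into 1 unique miRNA, with the highest value listed for a library kept.

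The conserved miRNAs held 23583 reads in PL, 16286 in PMM, and 12463 in LDM. Since these are a small part of each library, levels are given as RPM, the reads scaled to 1 M of the raw reads that the study states, which are 9.17 M, 18.46 M, and 16.62 M, respectively. The conserved share of raw reads was 0.257% in PL (95% Clopper-Pearson interval 0.254% to 0.260%), 0.0882% in PMM (0.0869% to 0.0896%), and 0.0750% in LDM (0.0737% to 0.0763%). With miR-26b-5p left out, the conserved reads came to 244 RPM in PL, 329 RPM in PMM, and 279 RPM in LDM. PL has the fewest raw reads, so that a miRNA with no read may still be present there. A limit of 3 reads is 0.327 RPM in PL, against 0.163 RPM in PMM and 0.181 RPM in LDM. The exact 95% Poisson interval at 0 reads reaches higher, to 0.402 RPM in PL and 0.222 RPM in LDM. Reads were not counted by molecule, so all intervals and limits cover counting error only.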

To further identify the miRNA transcriptome differences between the three fiber types (*i.e.*, PL, PMM, and LDM), a deep sequencing approach was applied [18]. As a result, we obtained 9.17 million (M), 18.46 M, and 16.62 M raw reads for PL, PMM, and LDM, respectively. More than 98.58% (98.83% ± 0.26%, *n* = 3) of the raw reads in each library passed the quality filters (see Experimental Section) and were considered “mappable reads”. Length distribution analysis showed that the majority of reads ranged from 21 to 23 nt in length, and the 22 nt small RNA was the most abundant (61.50%), followed by 21 nt (13.37%) and 23 nt (18.33%) (Figure S1a). These results indicate the reliability of our small RNA sequencing, thus the mappable reads were selected as reliable miRNA candidates for subsequent analysis.

The vast majority (81.14%) of the mappable sequences were mapped to known precursor miRNAs (pre-miRNA) (miRBase19.0) (Table S1). 

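In the conserved group, miR-26b-5p was the most abundant miRNA of every library and was highest in PL. miR-208a-3p, a miRNA encoded within a cardiac myosin heavy chain gene, was also highest in PL. The miR-1-3p entry was highest in LDM and lowest in PL, as was miR-33a-5p, a regulator of cholesterol and fatty acid metabolism. miR-1 is a muscle-specific miRNA, but this entry is 1 base away from its listed precursor. The known porcine miRNAs, among which the paper found miR-1 enriched in LDM, were not analysed here. The level of miR-1 itself was thus not measured. In contrast, miR-34b-3p and miR-219-3p were highest in PMM and had no read in PL.

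miR-26b-5p (TTCAAGTAATTCAGGATAGGTT) lies on an unplaced scaffold of Sscrofa10.2 from 56006 to 56081, on the plus strand. It had 21348 reads in PL, 10208 in PMM, and 7833 in LDM. Its level in PL was 4.21-fold that in PMM (95% interval 4.11 to 4.31) and 4.94-fold that in LDM (4.81 to 5.07). This miRNA made up 90.5% of the conserved reads in PL (95% Clopper-Pearson interval 90.1% to 90.9%), 62.7% in PMM (61.9% to 63.4%), and 62.9% in LDM (62.0% to 63.7%). miR-208a-3p (ATAAGACGAGCAAAAAGCTTGT) maps to chromosome 7 from 81043844 to 81043943 on the minus strand. It had 118 reads in PL (12.9 RPM), 13 in PMM (0.704 RPM), and 1 in LDM (0.0602 RPM), which is 18.3-fold higher in PL than in PMM (95% interval 10.3 to 35.3). With the summed conserved reads as library total, the log2 fold of miR-208a-3p was 2.65, against 4.19 with raw reads, and it stayed enriched in PL. The miR-1-3p entry maps to chromosome 6 from 99481915 to 99482025. It had 44 reads in PL, 892 in PMM, and 1318 in LDM, and its level in LDM was 1.64-fold that in PMM (1.51 to 1.79). Its listed sequence TGGAATGTAAAGAAGTGTGTAT differs from its listed precursor by A17G (precursor base, position from the 5' end of the miRNA, listed base). miR-33a-5p had 3.49 RPM in PL, 9.75 RPM in PMM, and 17.2 RPM in LDM, 1.76-fold more in LDM than in PMM (1.46 to 2.14). miR-34b-3p on chromosome 9 (44167411 to 44167516) had 278 reads in PMM and 54 in LDM, a 4.64-fold difference (3.45 to 6.32). miR-219-3p on chromosome 1 (302806847 to 302806943) was at 9.80 RPM in PMM and 1.26 RPM in LDM, a 7.76-fold difference (4.93 to 12.8). Reads of 3 epithelial miRNAs listed beforehand, miR-141-3p, miR-200b-3p, and miR-200c-3p, summed to 9 in PL, 78 in PMM, and 32 in LDM. miR-219-3p is itself in the neural list set beforehand, of which the only other measured member, miR-138-5p (named here after its values were seen), had 6 reads in PMM and 0 in PL and LDM. miR-330-3p was at 2.29 RPM in PL, 10.02 RPM in PMM, and 8.06 RPM in LDM, and miR-590-5p at 1.20 RPM, 6.01 RPM, and 7.34 RPM, respectively. Both were lower in PL than in each other library, and PMM and LDM did not pass the test against each other for them. Some abundant miRNAs were enriched in no library. Of these, miR-590-3p was at 11.5 RPM in PL, 8.23 RPM in PMM, and 5.72 RPM in LDM. miR-660-5p on chromosome X was at 23.2 RPM in PL, 22.0 RPM in PMM, and 10.1 RPM in LDM, and was called lower in LDM than in each other library. With TMM or the summed conserved reads as library total, miR-660-5p was not called between PL and LDM, and with the summed reads it was enriched in PMM. miR-409-3p was at 9.60 RPM in PL, 10.02 RPM in PMM, and 4.81 RPM in LDM.

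**Figure D1:**
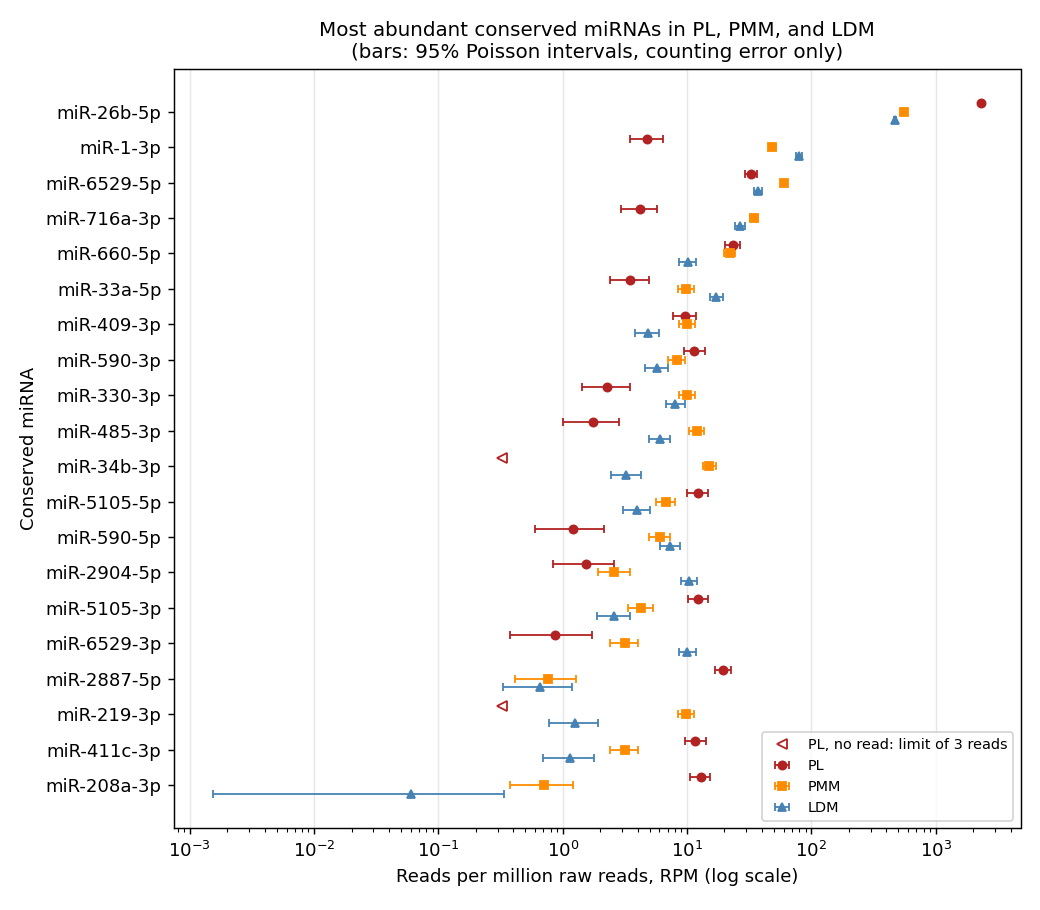
RPM, scaled to raw reads (horizontal log axis), of the 20 conserved miRNAs that are among the 10 most abundant of PL (circles), PMM (squares), or LDM (triangles), with 1 library per muscle. Bars are 95% Poisson intervals, which cover counting error only, and open symbols stand at the limit of 3 reads where PL had no read. miR-26b-5p lies far above the others in all libraries, while miR-34b-3p and miR-219-3p have no read in PL.

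The table holds 152 conserved miRNAs, 74 from the 5p arm and 78 from the 3p arm. They are listed under 135 precursor entries with 135 different sequences, which fall on fewer genomic positions because the arms of 1 position often have separate entries. There are 79 different positions on autosomes, 6 on chromosome X, and 22 on unplaced scaffolds. The listed miRNA was found exactly within its listed precursor for 106 of the miRNAs, 1 base away for 42, and farther for 4. The 42 include the entries for miR-660-5p, miR-409-3p, miR-716a-3p, miR-188-3p, and miR-6087-3p. Their levels, like that of the miR-1-3p entry, are those of the listed sequences. Differences called here passed Fisher's exact test, the chi-squared 2 × 2 test, and the Audic-Claverie test together at a Bonferroni-adjusted p under 0.001, as in the study's methods, and compare these libraries, not the muscles. With the summed conserved reads as library total, of which miR-26b-5p is itself the largest part, its log2 fold in PL over PMM was 0.53, which is under the 1.5-fold threshold for enrichment, and reads of near-identical family members could not be told apart here.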

The identified precursor and mature miRNAs were then divided into three groups using the following alignment criteria: (1) Known porcine miRNAs: 424 miRNAs mapped to 342 porcine known pre-miRNAs (Table S2.1); (2) Conserved miRNAs: 152 miRNAs mapped to 135 other known mammalian pre-miRNAs and these pre-miRNAs then mapped to the pig genome (Table S2.2); (3) Candidate miRNAs: 397 miRNAs (longer than 18 nt and unmapped to any known mammalian pre-miRNAs) encompassing 329 candidate pre-miRNAs that were predicted RNA hairpins derived from the pig genome (Table S2.3). 

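Among the conserved miRNAs, 13 of the 152 shared their mature sequence with another, so that 7 were merged into others. The miRNAs named miR-302a-3p, miR-302b-3p, and miR-302d-3p have the single sequence TAAGTGCTTCCATGTTTTAGT and the same reads, with 10 in PL, 13 in PMM, and 12 in LDM. miR-3591-5p and miR-3591-3p are each listed at 2 overlapping positions of chromosome 1, which start at 179916331 and 179916342. The reads of PL and PMM are given at one of these and those of LDM at the other, so the merged miR-3591-3p had 1 read in PL, 17 in PMM, and 18 in LDM. The other repeated sequences, miR-449a-5p, miR-3074-5p, and miR-684-5p, had at most 4 reads in any library. After merging, 108 unique miRNAs had 3 or more reads over the libraries. Of these 108, 74 (68.5%) had reads in all 3 libraries and 29 in 2 of them. The remaining 5 were found in 1 library, with 0 in PL, 3 in PMM, and 2 in LDM, at 3 to 6 reads each. These counts depend on depth and on the minimum of reads, and were 0, 1, and 0 in PL, PMM, and LDM with libraries thinned to the depth of PL (1 random draw), and 15, 11, and 11 with no minimum.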

Notably, there are the distinct pre-miRNAs coding the identical mature miRNAs, which resulted in 973 miRNAs (*i.e.*, reference sequence) corresponding to 912 unique miRNA sequences. Known porcine miRNAs represented by three or more sequence reads (*n* = 365) were used for the following analyses to ensure the high reliability of the reported results (Table S3).

Notably, 79.35% (292 out of 365) of the known unique porcine miRNAs were expressed in all three libraries, while only 4, 26, and 6 of the unique miRNAs were specifically expressed in PL, PMM, and LDM, respectively, and the vast majority of these tissue-specific miRNAs were at low abundance (3–27 reads). Therefore, known porcine miRNAs with high abundance and shared between all three libraries were used for the following analysis. In addition, the small RNA sequencing data showed a significant positive correlation with qRT-PCR results (Pearson’s *r* = 0.780, *p* < 10^−6^), highlighting the reliability of the small RNA-sequencing approach (Figure S1b).

### 2.3. Universally Abundant miRNAs across the Three Muscle Types Are Associated with the Metabolic Pathways of Myogenesis and Angiogenesis

A small number of miRNAs dominated the total miRNA pool [19], thus we first analyzed the most abundantly expressed (top 10) unique miRNAs in each library. The top 10 unique miRNAs with high abundance accounted for more than 70% of the total unique miRNA reads (Figure 2a), indicating that they might play important regulatory roles in the functional maintenance of skeletal muscle (e.g., proliferation and differentiation). Notably, four miRNAs (miR-133a, miR-143, miR-27b, and miR-10b) were in the top 10 most abundant miRNAs in all three libraries (Figure 2b–d).

miR-133a, a muscle-specific miRNA involved in myogenesis, showed little difference (<1.5-fold) among the three libraries [20], indicating it may play a potential housekeeping role in the three muscle tissues [21,22]. In contrast, miR-143 was differentially expressed (>1.5-fold) among the three libraries, suggesting it might be a dominant miRNA contributing to the physiological functional differences between the fiber types. Through analysis of its target genes (Table S4), we found that miR-143 was primarily involved in metabolic pathways (e.g., mitochondrial, pyruvate metabolism, glycolysis/gluconeogenesis) [23]. In addition, the differential expression of mtDNA copy number (Figure 1b) and the metabolic pathway marker genes (*i.e.*, pyruvate metabolism: *LDHA* (Figure 1c), *PDH1* (Figure 2e); glycolysis: *HK2* (Figure 2f) [3,24,25,26,27,28]) demonstrated the different metabolic activities of the three muscle fibers.

**Figure 2:**
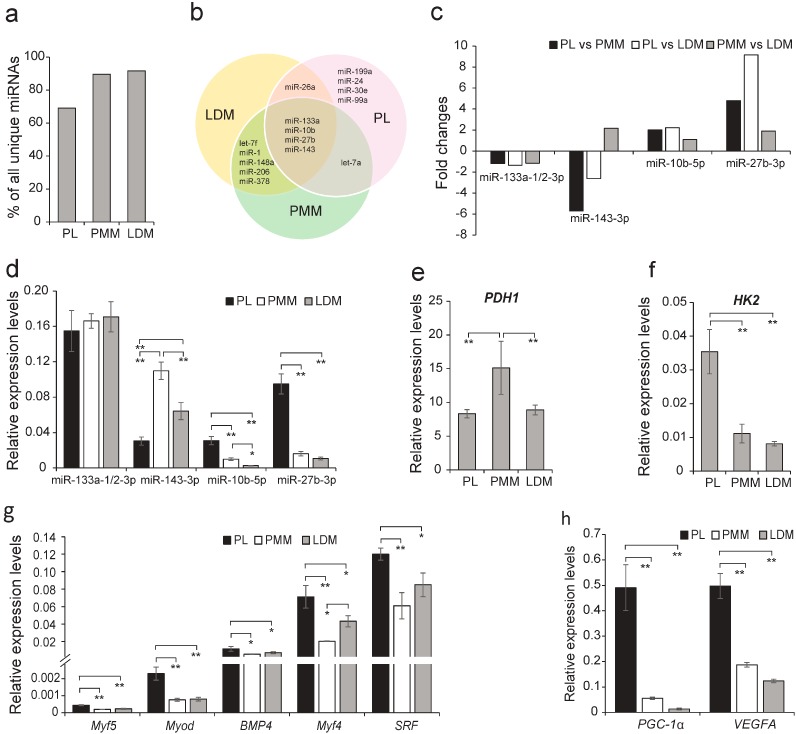
Analysis of miRNAs universally abundant across the three muscles. (**a**) The top 10 miRNA reads as a percentage of total unique miRNAs; (**b**) Distribution of the top 10 miRNAs in each muscle; (**c**) Fold change of miRNAs abundantly expressed in all three muscles. The relative expression levels, measured by qRT-PCR, of: (**d**) miRNAs shown in (**c**); (**e**) *HK2*; (**f**) *PDH1*; (**g**) myogenic regulatory factors; and (**h**) angiogenesis-related genes. Data are means ± SD. Statistical significance was calculated by one-way repeated-measures analysis of variance (*n* = 3 per individual). * *p* < 0.05, ** *p* < 0.001.

Interestingly, compared with PMM and LDM, both miR-27b and miR-10b were upregulated (>1.5-fold) in PL. miR-27b was found to be upregulated during myogenic differentiation and directly targets *Pax3* and *MSTN* [29,30]. miR-10b was also found to be a regulator of myogenesis [25]. Taken together, we propose that there might exist certain differences in myogenesis among the three muscles. Furthermore, the myogenesis marker genes (*Myf4*, *MyoD*, *BMP4*, *Myf5*, and *SRF*) [31,32,33,34], were significantly more highly expressed in PL, which confirmed that PL had higher myogenesis capacity (Figure 2g). The activation of myogenic progenitors (e.g., satellite cells) contributed to the myogenensis of adult skeletal muscle tissues [35], thus we propose that the PL may contain more active myogenic progenitors relative to PL and LDM. Moreover, miR-10b is required for angiogenesis by indirectly inducing extracellular matrix remodeling and cell migration [36,37]. *PGC-1*α and *VEGFA* were proved to play an important role in angiogenesis [38,39,40,41,42], and in this study these two genes showed a significantly higher expression in PL (Figure 2h), suggesting that PL possesses a higher capillary load.

In summary, analysis of the four miRNAs abundantly expressed in all three muscles (miR-133a, miR-143, miR-27b, and miR-10b) not only suggests common characteristics of skeletal muscle, but also points to differences between the different fiber types with regard to metabolic pathways (e.g., mitochondrial, pyruvate metabolism, glycolysis/gluconeogenesis), myogenesis, and angiogenesis (Figure 1c and Figure S2). Further investigation is encouraged to better understand the influence of miRNAs on the phenotypes of fiber types.

### 2.4. Identification and Functional Analysis of Differentially Expressed miRNAs among Three Muscle Fibers

To further compare the miRNA expression patterns among the three muscles, we analyzed, using IDEG6, the 292 known porcine miRNAs that were found expressed in all three muscles. Of these 292, 155 were found differentially expressed (DE) (*p* < 0.001) among the three libraries (Table S5). It is well known that miRNAs function in a dose-dependent manner [4], thus the higher abundance miRNAs (reads ≥ 10,000) were considered to be more important. Therefore, in addition to the four “top 10” miRNAs shared by all three muscles (miR-133a, miR-143, miR-27b, and miR-10b), 44 miRNAs were identified as both high abundance and upregulated in one of three tissues (>1.5-fold when compared with the other two libraries, simultaneously) and used for subsequent functional analysis (Figure 3). There were 37 DE miRNAs enriched in PL, but few miRNAs enriched in PMM or LDM. This may be explained by the high similarity of the expression patterns of PMM and LDM (Figure S3). For functional enrichment analysis, we gathered target information for the upregulated DE miRNAs from previous reports that had experimentally validated these targets in muscle tissues and/or cells (Table S6). The target genes of the remaining miRNAs, whose functions had not been previously reported, were predicted using the specific algorithms of MiRanda and TargetScan software based on our in-house dataset of the porcine skeletal muscle 3' untranslated region (UTR) and a previous report [23] (Table S7).

**Figure 3:**
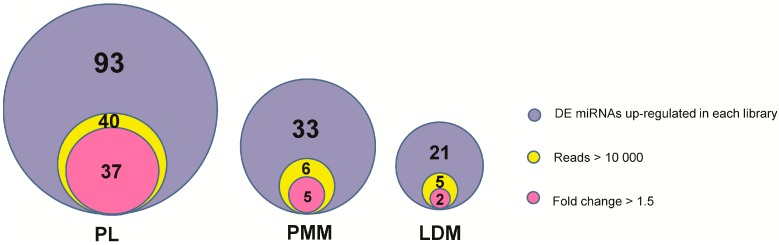
Distribution of differentially expressed miRNAs among three tissues.

### 2.5. The Differentially Expressed (DE) miRNAs Involved in Myogenesis

We found 18 DE miRNAs implicated in myogenesis based on functional enrichment analysis of their target genes. Of these, 12 miRNAs were specifically enriched in PL (Figure 4a). Interestingly, of the 12 PL-enriched miRNAs, four miRNAs (miR-499, miR-208b, miR-30a and miR-23a) could increase the proportion of oxidative red fiber type (*i.e.*, slow-type) by targeting *Sox6* (repressor of slow-twitch genes) [43], *Myh1/2/4* (fast-twitch genes), or *Prdm1* (promote fast muscle formation) [44,45]. In addition, these 12 PL-enriched miRNAs were predicted to target the TGF-beta signaling pathway (Table S7), which plays an important role in myogenesis [46]. In agreement with previous reports, three PMM-enriched miRNAs (miR-378, miR-148a, and miR-101) and two LDM-enriched miRNAs (miR-1 and miR-885) were also identified to play a vital role in myogenesis (Table S6).

Numerous studies indicate that the insulin-like growth factor (IGF) pathways act as positive regulators of myogenesis [32,47,48]. We found six PL-enriched miRNAs (miR-125b, miR-126, miR-128, miR-486, and miR-99a/b) involved in the insulin signaling pathway (Figure 4b). miR-486 promoted the insulin signaling pathway [49], while the others, especially miR-128 (>14-fold), miR-99a (>25-fold), and miR-99b (>15-fold) repressed the insulin signaling pathway. To further study downstream effects on this pathway, we measured the relative expression levels of four insulin signaling pathway marker genes (*IGF1*, *PI3K*, *Akt1*, and *mTOR*) (Figure S4). *IGF1* and *PI3K* exhibited higher expression levels in PL, which indicated that PL muscle is better able to stimulate glucose transport [5,50]. In contrast, the expression levels of *Akt1* and *mTOR*, which promote skeletal muscle hypertrophy, especially in fast muscle [51,52], were significantly higher in PMM. Combining the miRNA and mRNA expression data, these conflicting results indicate that regulation of insulin signaling is a complicated process in these three tissues. Nonetheless, we identified numerous DE miRNAs that were involved in myogenesis, and remarkably, most of them were especially enriched in PL and directly targeted slow muscle repressors or fast muscle genes, indicating their vital roles in the development of oxidative red muscle. The different expression levels of myogenesis marker genes confirmed that PL had higher muscle hypertrophy and differentiation capacity.

**Figure 4:**
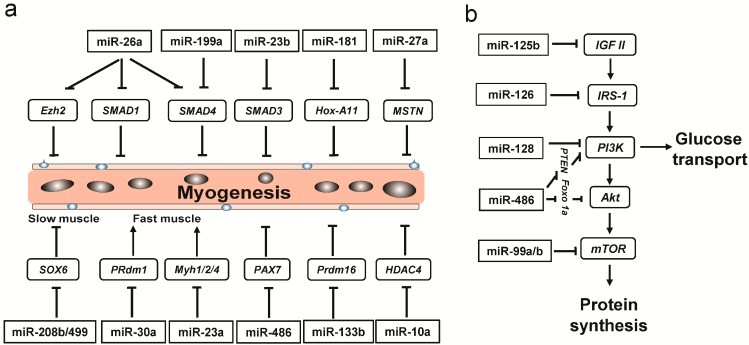
Schematic of the regulatory mechanism for myogenesis by PL-enriched miRNAs via targeting (**a**) myogenic regulatory factors and (**b**) insulin-like growth factor (IGF) pathways. The blue and black circles in (**a**) indicated satellite cells and cell nucleus in the myofiber (light brown tube), respectively.

### 2.6. Energy Metabolism-Related miRNAs Enriched in PL

Interestingly, we found that two angiogenesis-related miRNAs (miR-26a and miR-126), shown to be involved in angiogenesis by targeting *SMAD1/4* [53] and *Spred-1* [54], respectively, were highly expressed in PL (Figure 5a), suggesting that PL contains abundant capillaries. Additionally, we also found that two miRNAs (miR-100 and miR-199a, >10-fold), known to be involved in reducing hypoxic damage by targeting *Hif-1α*/*Sirt1* and *FGFR3* [55], respectively (Figure 5b), were significantly enriched in PL, suggesting that PL might have a relatively higher oxygen content than the other muscles. Combined with our above results, nine miRNAs mainly associated with angiogenesis (miR-10b, miR-26a, and miR-126), reducing hypoxic damage (miR-100 and miR-199a) and slow muscle formation (miR-499, miR-208b, miR-30a, and miR-23a) were found highly expressed in PL (Figure 5c). Among them, two miRNAs implicated in linking muscle fiber type to energy metabolism [11,46], were highly expressed in PL: miR-208b, encoded within the intron of *Myh7* gene (Figure S5a), and miR-499, encoded within the intron of *Myh7b* (*i.e.*, another encoded the slow-tonic MHC gene [56]) (Figure S5b). Collectively, these miRNAs play a critical role in energy metabolism for red fibers, through enhanced capillary load. This could result in transport of more nutrients (e.g., glucose) and oxygen, and, coupled with higher levels of mitochondrial content, could result in improved glucose use for mitochondrial oxidative metabolism.

**Figure 5:**
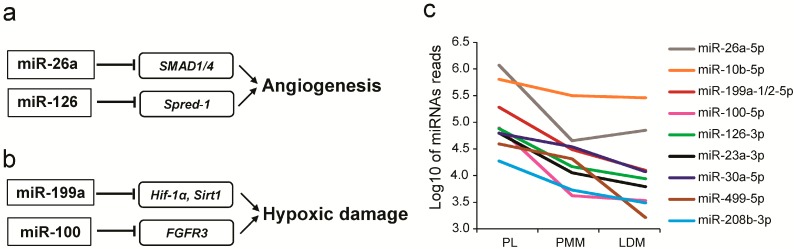
Energy metabolism-related miRNAs enriched in PL. miRNAs involved in (**a**) angiogenesis and (**b**) reducing hypoxic damage; (**c**) Abundance of energy metabolism-related miRNAs.

It is worth noting that most of our above hypothesis/conclusions are based on the previous reports from multiple model organisms, and there are still some conflicting results between our hypothesis and previous reports from other organisms. For example, the *Prdm1* gene, which is regarded as an activator of the fast muscle program in our current study, was proved to promote the slow muscle formation in zebrafish [57]. Notably, a recent study in mouse indicated that there was no conservation of function for the evolutionarily conserved *Prdm1* in the control of the slow twitch myogenic program between teleosts and mammals [58]. It is therefore reasonable to assume that these conflicting results may be due to the species-specific molecular regulation network. Further studies focusing on species-specific regulation of miRNAs are needed to elucidate the complicated epigenetic mechanism underlying the formation- and function-variations among distinct muscle types.

## 3. Experimental Section

### 3.1. Animal Ethics Statement

All research involving animals was conducted according to the Regulations for the Administration of Affairs Concerning Experimental Animals (Ministry of Science and Technology, China, revised in June 2004) and approved by the Institutional Animal Care and Use Committee in the College of Animal Science and Technology, Sichuan Agricultural University, Sichuan, China under permit No. DKY-B20110807. Animals were allowed access to food and water *ad libitum* under normal conditions, and were humanely sacrificed as necessary, to ameliorate suffering.

### 3.2. Animals and Tissue Collection

Given the plasticity and maturation processes of porcine myofiber [59], the 210 days old female Landrace pigs, that were in the young adult stage of their lifespan [60,61] with stable myofiber composition in skeletal muscles, were selected as research objects to investigate the miRNA transcriptome variations underlying the physiological and biochemical differences of porcine distinct skeletal muscle types. Fifteen muscles were obtained from three female Landrace pigs (210 days old), and immediately frozen in liquid nitrogen, then stored at −80 °C until RNA extraction. These 15 porcine skeletal muscles were collected in different anatomic locations: *longissimus dorsi* muscle (LDM), *psoas major* muscle (PMM), *gluteus medius* (GMED), *latissimus dorsi* (LD), *gastrocnemius* (GC), *peroneal longus* (PL), *soleus* (S), *semitendinosus* (ST), *masseter* (M), *triceps brachii* (TB), *obliquus externus abdominis* (OEA), *trapezius* (T), *semimembranosus* (SM), *biceps femoris* (BF), *semispinalis capitis* (SC).

### 3.3. Quantitative Real-Time PCR: mRNA, miRNA Expression, and mtDNA Copy Number

Total RNA was isolated from the muscle tissues using TRIzol reagent (Takara, Dalian, China) according to the manufacturer’s protocol. For mRNA, cDNA was synthesized using the PrimeScript RT Master Mix kit (Takara) following the manufacturer’s recommendation. qRT-PCR was performed using the SYBR Premix Ex Taq kit (Takara) on a CFX96 Real-Time PCR detection system (Bio-Rad Laboratories, Richmond, CA, USA). Porcine *PPLA*, *RPL4* and *YWHAZ* were simultaneously used as mRNA endogenous control genes [62]. The mRNA primers are shown in Table S8. For miRNA, the expression levels were validated using the SYBR PrimeScript miRNA RT-PCR Kit (Takara) on the CFX96 Real-Time PCR Detection System. Three miRNA endogenous control genes (*U6* snRNA, *18S* rRNA, and *5S* rRNA) were used in this assay [63]. The forward primer of miRNAs was identical in sequence and length to the miRNA itself (*i.e.*, the most abundant isomiR) based on our sequencing results. The 2^−ΔΔ*C*t^ method was used to calculate the relative expression levels of mRNAs and miRNAs.

The ratio of MHC isoforms was expressed as [64]:

[MHC isoform/(*Myh1* + *Myh2* + *Myh4* + *Myh7*) × 100%] (1)

Total DNA was isolated from muscle tissues using TIANamp Genomic DNA Kit (Tiangen, Beijing, China). The number of mtDNA copies/cell was quantified using qRT-PCR as previously described [65]. We selected three mitochondrial DNA-specific genes (*ATP6*, *COX1*, and *ND1*) and a single-copy nuclear DNA gene (glucagon gene, *GCG*) [66] to calculate the number of mtDNA copies per cell using the following formula:

[(No. of copies of the mtDNA gene)/(No. of copies of *GCG*)] (2)

### 3.4. Validation of the Specificity of Myosin Heavy Chain Gene Primers

For four MHC genes (*Myh1*, *Myh2*, *Myh4*, *Myh7*), the presence of PCR products was confirmed by 2% agarose gel electrophoresis. Subsequently, the PCR products were cloned into the pMD19-T Vector (Takara), and then randomly selected clones (*n* = 3) were sequenced using Sanger sequencing approach to validate the specificity of the PCR products (Huada Company, Beijing, China).

### 3.5. Small RNA Library Construction and Sequencing

Total RNA was extracted from PL using the mirVana™ miRNA isolation kit (Ambion, Austin, TX, USA) following the manufacturer’s procedure. The quantity and purity of total RNA were monitored by NanoDrop ND-1000 spectrophotometer (Nano-Drop Technologies, Wilmington, DE, USA) at 260/280 nm (ratio > 2.0). The integrity of total RNA was monitored by the Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit (Agilent Technologies, Palo Alto, CA, USA) with RIN number > 6.0. Equal quantities (5 µg) of small RNA isolated from three female Landrace pigs were pooled. Briefly, approximately 15 µg of small RNA was used for library construction and sequencing. Small RNA fragments (between 10 and 40 nt) were isolated by polyacrylamide gel electrophoresis (PAGE) and ligated with proprietary adaptors (Illumina, San Diego, CA, USA). The small RNA fractions were then converted to cDNA by RT-PCR and the cDNA was sequenced on the Genome Analyzer GA-II (Illumina) following the recommended manufacturer’s protocol. The small RNA sequence data have been uploaded to NCBI’s Gene Expression Omnibus (GEO) (Accession Number GSE64523).

### 3.6. In Silico Analysis of Small RNA-Sequencing Data

The small RNA-sequencing data of LDM and PMM were obtained from the same pigs in our previous study [9]. The raw reads of all these three tissues (PL, PMM, and LDM) were then subjected to a series of additional strict filters (*i.e.*, the following reads were removed: 3' adapter not found; length less than 16 bases or more than 29 bases; junk reads). Then the high-quality reads were mapped to the pig genome (Sscrofa10.2) using NCBI Local BLAST following three steps in order: (1) map the high-quality reads to the precursor miRNAs of pig and 24 other mammals in miRBase 19.0; (2) map the mapped high-quality reads to pig genome (Sscrofa10.2) to obtain their genomic locations and annotations using NCBI Local BLAST; (3) cluster the unmapped sequences in step 1 that mapped to the pig genome as putative novel miRNAs, and predict their hairpin RNA structures from the adjacent 60 nt sequences in either direction from the pig genome using UNAFold [67].

### 3.7. Differentially Expressed (DE) miRNAs

The expression of miRNAs in the three samples was normalized by total mappable reads, and the program IDEG6 was employed to detected DE miRNAs among the three libraries (http://telethon.bio.unipd.it/bioinfo/IDEG6_form/). A unique miRNA is considered to be differentially expressed when it simultaneously obtained *p* < 0.001 under three statistical tests (Audic-Claverie test, Fisher exact test and Chi-squared 2 × 2 test with Bonferroni correction by pairwise comparison).

### 3.8. Functional Analysis

Three prediction programs (PicTar [68], TargetScan human 6.2 [69], and MicroCosm Targets Version 5.0 [70]) were used to predict target genes of miRNAs, and the intersection of results from the three programs comprised the final predicted targets. The predictions were made based on the interactions of human mRNA-miRNA, as porcine miRNAs were not available in the current version of the above-mentioned algorithms. The gene ontology (GO), biological process (BP), molecular function (MF), cellular component (CC) terms, and KEGG pathways enriched for predicted target genes were determined using the DAVID bioinformatics resources [56].

## 4. Conclusions

In this study, we determined the muscle fiber composition of 15 types of porcine muscle tissues derived from distinct anatomical locations, and classified them into red, intermediate, and white muscle types. Then, the *peroneal longus* muscle (PL), *psoas major* muscle (PMM), and *longissimus dorsi* muscle (LDM) were selected as the typical tissues for red, intermediate, and white muscle types, and subjected to miRNA transcriptome investigation. As a result, muscle type-specific enriched miRNAs were identified and implicated in promoting the specific formation of distinct muscle fibers. DE and functional enrichment analysis showed that the DE miRNAs among distinct muscle types were mainly related to low-oxidative myofiber formation, angiogenesis, energy metabolism, and reduced hypoxic damage, which reflected the intrinsic characteristics of the physiological and metabolic roles of different muscle types. In addition, the expression pattern of a set of miRNAs (miR-10b, miR-26a, miR-126, miR-199a, miRNA-208b, and miRNA-499) linked the capacity of myogenesis and energy metabolism levels with distinct fiber types. Our study performed here will aid the further understanding of miRNAs with their biological functions in different muscle fiber types.

## Supplementary Materials

Supplementary materials can be found at http://www.mdpi.com/1422-0067/16/05/9635/s1.

How the deposited data were processed for this re-analysis (not part of the article)

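Small RNA libraries of PL, PMM, and LDM were compared with 1 library per muscle. That of PL was from pooled RNA of 3 pigs, and the paper does not describe pooling for PMM and LDM, which came from the same pigs. The authors filtered the reads for adapter and length, mapped them by BLAST to miRBase 19.0 precursors and to the pig genome (Sscrofa10.2 in the paper and the submitters' processing notes, Sscrofa10 in the heading of the table), and deposited the table of conserved miRNAs as whole read counts per miRNA and library, with no normalization. Where the table lists no read, a mark stands in place of a number, and this was read as 0 (118 of 456 cells). Known porcine and candidate miRNAs are not analysed here. Since the table is a part of each library, the raw reads stated by the study (9.17 M, 18.46 M, and 16.62 M) served as library totals. The study normalized by mappable reads, which were not used here.

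miRNAs are named by the most common number among the precursors the table gives for them, with the arm it lists. Identical mature sequences were merged, and unique miRNAs with at least 3 reads summed over the libraries were tested (108). For each pair of libraries, Fisher's exact test, the chi-squared 2 × 2 test without continuity correction, and the Audic-Claverie test (all two-sided) were applied to the reads of a miRNA against the rest of the library, and a miRNA was called where the Bonferroni-adjusted p of all 3 was under 0.001. A miRNA was taken as enriched in a library when it was called against both others and over 1.5-fold higher than in each. Folds between libraries are ratios of RPM with exact 95% intervals from the binomial distribution, levels have exact Poisson intervals, and shares have Clopper-Pearson intervals. Without replicates these tests compare libraries, and they do not measure the spread between animals. Positions come from the table. A genome of its build was not used here, so overlap with genes was not looked up.

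The miRNAs named in the text are the 10 most abundant of each library, the 10 with the largest fold among those enriched in PL and 5 each for PMM and LDM with at least 100 reads, those the paper names, and enriched members of 13 lists (up to 5 per list). This rule, the lists, the tests between libraries, and the alternative settings listed below were fixed before the data were examined. The comparison of arms, the tests on a window of chromosome 6 and on the epithelial list, and a further setting without the entries of the window were chosen after the values were seen. Lists with at least 5 measured members were set against 10000 random lists matched on reads, as a description of these libraries. The alternatives were other library totals (summed conserved reads, median-of-ratios size factors, and trimmed mean of M values, TMM, with 30% of M values and 5% of A values trimmed), other minimums of reads (none and 10), Fisher's exact test alone, Benjamini-Hochberg adjustment, every row of the table in place of unique sequences, a fold threshold of 2, a limit of 10000 reads, libraries thinned to the depth of PL for detection, and a pseudocount of 0.1 RPM for correlations. Arms of 1 precursor were compared by Fisher's exact test over 57 tests with Benjamini-Hochberg adjustment, where each arm had at least 10 reads. These were repeated with identical sequences merged and without tests of a library with no read on either arm, which left 55.

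The calls were tested on 50 simulated data sets per comparison, each with Poisson reads for the 108 miRNAs and 20 of them changed. For PL against PMM, 15.1% of miRNAs changed 2-fold were called, and 67.5% of those with at least 100 reads. With a 4-fold change these were 41.1% and 100.0%. For PL against LDM the shares at 2-fold were 16.0% and 69.2%, and for PMM against LDM 18.6% and 84.0%. None of 4400 unchanged miRNAs was called in any of these comparisons. The simulated reads vary by counting error only, with no difference between batches, library preparations, or animals. These shares are thus not rates of missed or false calls for the real libraries. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, and matplotlib 3.10.9.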

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

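Conserved miRNAs with at least 100 reads that were enriched in 1 library are given here. Of these, the paper's text names only miR-1, as enriched in LDM. The paper took its enriched miRNAs from the known porcine ones with at least 10000 reads. The miR-1-3p entry of this table is a conserved miRNA with 1318 reads in LDM, so it is not the entry that the paper reports. The tests on the chromosome 6 window and on the epithelial list were chosen after the values were seen. Each fold is over the nearer of the other 2 libraries and compares libraries, with PL from another sequencing batch than PMM and LDM.

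In PL, the fold over PMM was 25.6 for miR-2887-5p, 18.3 for miR-208a-3p, 4.21 for miR-26b-5p, 3.71 for miR-411c-3p, 2.92 for miR-5105-3p, and 1.82 for miR-5105-5p. With the summed conserved reads as library total, the log2 folds over the nearer library were smaller. They were 3.10 for miR-2887-5p and 2.65 for miR-208a-3p, against 4.68 and 4.19 with raw reads. For miR-26b-5p, miR-411c-3p, miR-5105-3p, and miR-5105-5p they were 0.53, 0.35, 0.00066, and -0.68. miR-26b-5p was the only conserved miRNA enriched in 1 library with the 10000 reads that the study set as its limit for high abundance. In PMM, the fold over LDM was 7.76 for miR-219-3p, 4.64 for miR-34b-3p, 1.98 for miR-485-3p, and 1.61 for miR-6529-5p. In LDM, the fold over PMM was 4.00 for miR-2904-5p, 3.20 for miR-6529-3p, 1.76 for miR-33a-5p, and 1.64 for miR-1-3p. Under at least 1 of the other library totals, the enrichment of miR-26b-5p, miR-411c-3p, miR-5105-3p, miR-5105-5p, miR-485-3p, and miR-6529-5p was lost. For miR-485-3p and miR-6529-5p this held under all 3. The log2 fold of miR-485-3p was 0.75 with the summed conserved reads and 0.65 with median-of-ratios size factors, still over 1.5-fold but no longer called against LDM, and 0.50 with TMM, where it passed neither. That of miR-6529-5p was 0.46 with the summed conserved reads, 0.36 with median-of-ratios size factors, and 0.20 with TMM.

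Several of these, miR-2887-5p, miR-5105-3p, miR-5105-5p, and miR-2904-5p, lie with miR-716a and miR-6087 on the minus strand of chromosome 6 of Sscrofa10.2 between 866649 and 870961, with 5 positions and 10 listed miRNAs. miR-716a-3p, among the most abundant, had 38 reads in PL, 639 in PMM, and 445 in LDM. This window was singled out after its values were seen. A candidate explanation is that these are fragments of a longer abundant RNA. Of their sequences, 20.0% were 20 to 24 nt long, against 90.8% of the other listed miRNAs (Fisher's exact test, two-sided, p = 1.3e-06). The 5p and 3p sequences of 4 of the 5 positions shared 8 or more nt, against 2 of 40 other positions with both arms. Fisher's exact test takes sequences as independent, which overlapping ones are not, so its p overstates the evidence. The sequence of miR-5105-3p lies wholly within that of miR-5105-5p, so their enrichments in PL are not separate results. Which RNA the sequences of this window would come from was not tested, as no genome of this build was used here, and no biological explanation was tested. Without these entries, 7 miRNAs were enriched in PL in place of 12.

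miR-34b-3p and miR-219-3p, highest in PMM, are not among the muscle-specific miRNAs listed beforehand, and RNA from other cells in the PMM sample is a candidate source. Of the epithelial list, miR-200b-3p, miR-200c-3p, and miR-141-3p had reads, with 78 in PMM, 32 in LDM, and 9 in PL. The summed RPM was 2.19-fold higher in PMM than in LDM (95% interval 1.44 to 3.42). By member the ratio was 3.12 for miR-200c-3p (1.65 to 6.30), 2.70 for miR-141-3p (1.03 to 8.31), and 1.04 for miR-200b-3p (0.461 to 2.37), and a permutation test of unequal ratios gave p = 0.0669. A first test, of miR-200b-3p alone against the ratio of miR-34b-3p (3.45 to 6.32), came out against epithelial RNA, and it was replaced after that by the sum over the list because this member has few reads. The interval of the sum lies below those of miR-34b-3p and of miR-219-3p (4.93 to 12.8), so the list as a whole differed less between PMM and LDM than either of these. Whether muscle fibers of both libraries add reads to the list, which would lower its ratio, was not tested, so epithelial RNA and a difference between the muscles cannot be told apart here, and the latter was not tested either. miR-219-3p is also in the neural list. The only other measured member, miR-138-5p, which is outside the rule for named miRNAs and was looked up after its values were seen, had 6 reads in PMM and 0 in PL and LDM, and neural RNA as a source was not tested.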

How the results depend on the processing

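Without replicates, no library could be left out and no paired analysis was possible because each muscle has 1 library. The number of conserved miRNAs differing between PL and PMM (23), between PL and LDM (25), and between PMM and LDM (13) stayed within 1.5 times under the 8 alternatives set beforehand that apply and without the chromosome 6 window, a setting chosen after seeing the data. The number enriched in PL was 12, and it was 2 with the summed conserved reads as library total, 1 with at least 10000 reads in the enriched library, and 7 without the chromosome 6 window. The number enriched in PMM was 4, and it was 2 with median-of-ratios size factors, 2 with TMM, 2 with a fold threshold of 2, and 0 with at least 10000 reads. The number enriched in LDM was 4, and it was 2 with a fold threshold of 2 and 0 with at least 10000 reads. The stricter limits select fewer by construction. For the scalings, miR-26b-5p makes up most of the summed reads, and otherwise the cause was not tested. With a pseudocount of 0.1 RPM, Pearson's r fell from 0.932 to 0.885 between PMM and LDM. It also fell from 0.732 to 0.677 between PL and PMM, and from 0.707 to 0.643 between PL and LDM. With a minimum of 10 reads, Spearman's rho fell from 0.570 to 0.395 for PL and PMM and from 0.479 to 0.364 for PL and LDM. For PMM and LDM, rho rose from 0.775 to 0.820. The log2 fold of miR-5105-5p in PL over the nearer library turned to -0.68 with the summed conserved reads as library total, where the cause was not tested beyond the share of miR-26b-5p. Among named miRNAs enriched in no library, the log2 fold of the highest library over the nearer one also changed sign. With the summed conserved reads it was -1.46 for miR-660-5p and -1.07 for miR-590-3p in PL, with TMM -0.25 for miR-660-5p in PL and -0.17 for miR-330-3p and -0.12 for miR-716a-3p in PMM, and with median-of-ratios size factors -0.020 for miR-330-3p in PMM. Of these, only miR-660-5p with the summed conserved reads was then enriched in another library, PMM. The number of miRNAs detected in all libraries (74) ranged from 60 to 75 under its alternatives, and the median log2 fold of the DLK1-DIO3 list (0.19) was 0.0074 with median-of-ratios size factors. The shares of raw reads, of the 10 most abundant miRNAs, and of 22 nt miRNAs stayed within their 95% binomial intervals with every row of the table.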

Other observations

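Of the tests below, those of GC content and length of the arms were set before their results were seen, and that of the sequencing batch after. The comparison of arms itself was chosen after the counts were seen, as was the use of an interval to judge the tests of GC content and length.

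Of 108 conserved miRNAs, 12 were enriched in PL, 4 in PMM, and 4 in LDM. Beside those described above, the enriched miRNAs in PL were miR-377-3p (6.49-fold over PMM, 95% interval 3.77 to 11.7), miR-431-5p (4.70-fold, 2.31 to 10.1), miR-411c-5p, miR-2904-3p, miR-6087-3p, and miR-188-3p, of which the last 4 are outside the rule for named miRNAs and are named to complete the count. With the summed conserved reads as library total, only miR-2887-5p and miR-208a-3p stayed enriched in PL. The enrichment of all miRNAs in the sentence before was then lost, with a log2 fold of 1.15 for miR-377-3p and 0.69 for miR-431-5p. With TMM, 8 miRNAs were enriched in PL, and miR-431-5p (1.90) was not among them. In pairs, PL and PMM differed in 23 miRNAs, with 12 higher in PL and 11 higher in PMM. PL and LDM differed in 25, with 16 higher in PL, and PMM and LDM in 13, with 9 higher in PMM. These directions depend on the library total. With the summed conserved reads the split was 3 higher in PL and 27 higher in PMM, and 6 higher in PL and 22 higher in LDM. With TMM, 9 were higher in PL and 12 in LDM, and 4 in PMM and 5 in LDM. With median-of-ratios size factors, 6 were higher in PMM and 5 in LDM. Relative to raw reads, the summed conserved reads moved the log2 ratio of every miRNA by -1.54 for PL over PMM, -1.78 for PL over LDM, and -0.23 for PMM over LDM, TMM by -0.33, -0.82, and -0.49, and median-of-ratios size factors by -0.0022, -0.34, and -0.33.

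Of the lists, the muscle-specific miRNAs had 4 measured members, which are arms of miR-1 and miR-208a from a list of 8 miRNAs. miR-208a-3p was enriched in PL, the miR-1-3p entry, 1 base away from its precursor, in LDM, and miR-1-5p and miR-208a-5p in none. The list for the DLK1-DIO3 cluster, an imprinted miRNA cluster, had 19 measured members. Of these, miR-377-3p and miR-431-5p were enriched in PL, miR-485-3p in PMM, and 16 in none. None of these 3 enrichments held under all of the other library totals. The median log2 fold of the 19 members in PL over the mean of the others was 0.19, at percentile 74.1 of 10000 random lists. The arms of miR-411c, enriched in PL, and those of miR-154b, enriched in no library, are not counted in this list. Whether they belong to the cluster was not tested. The counts and the percentile thus describe the 19 counted members only, not the whole cluster. Counting these arms would add miR-411c-5p and miR-411c-3p to the members enriched in PL. The percentile was not computed with them. Of the metabolism list, the single measured member, miR-33a-5p, was enriched in LDM, and of the neural list, with 2, miR-219-3p was enriched in PMM. No member was enriched in any library in the epithelial list (3 measured), the blood cell list (2), or the liver and pancreas list (1). In the paper's angiogenesis list, the 2 measured members were conserved arms of miR-26a, with at most 6 reads in a library, and neither was enriched. These do not test the level of miR-26a that the paper reports, as its enriched miRNAs came from the known porcine ones. The paper's lists for slow fibers, hypoxia, and insulin signaling, and the lists for endothelium and for fibroblasts and connective tissue, had 0 members in the table of conserved miRNAs. The paper took its enriched miRNAs from the known porcine ones, a group apart from this table. The 0 members of its lists thus follow from how the table was made. The other lists are cut in the same way, as known porcine entries of their members are outside this table. Few or 0 measured or enriched members in a list are thus no evidence on its cell type or process. Blood cell miR-223-3p was at 1.53 RPM in PL, 2.22 RPM in PMM, and 2.17 RPM in LDM.

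Across the 108 conserved miRNAs, Pearson's r of log2(RPM + 1) was 0.932 between PMM and LDM, 0.732 between PL and PMM, and 0.707 between PL and LDM. Spearman's rho was 0.775, 0.570, and 0.479, respectively. These are correlations across miRNAs, which are not independent replicates, and PMM and LDM both come from the previous study. The 10 most abundant miRNAs held 96.2% of conserved reads in PL (95% Clopper-Pearson interval 95.9% to 96.4%), 87.8% in PMM (87.3% to 88.3%), and 90.4% in LDM (89.9% to 90.9%). By the length of the listed sequence, 22 nt miRNAs held 94.6% of conserved reads in PL, 81.6% in PMM, and 81.7% in LDM. Without miR-26b-5p these shares were 42.9%, 50.7%, and 50.8%. The chromosome 6 window has no 22 nt sequence and held 23.7% of the reads without miR-26b-5p in PL, 15.5% in PMM, and 16.7% in LDM. It thus accounts for part of the lower 22 nt share in PL. Among miRNAs 1 base away from their listed precursor, the commonest difference from precursor to listed base was T-to-C (12 miRNAs). C-to-T (8) and A-to-G (6) followed. For 120 of the 152 listed miRNAs, the genomic position spans another length than the listed precursor. Whether the differences arise in pig RNA or between the pig and the species of the precursor was not tested.

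The share of reads from the 5p arm differed between libraries for several precursors. Of 19 precursors, 9 differed between PL and both other libraries at a Benjamini-Hochberg adjusted p under 0.05 from Fisher's exact test. For miR-34b, with no read on either arm in PL, and miR-3591, whose reads are split between 2 listed positions, this comparison could not come out so. With identical sequences merged and the empty tests left out, 18 precursors could be tested in all pairs and the same 9 differed. Of these 9, 3 lie in the chromosome 6 window, miR-2887, miR-2904, and miR-716a. The listed arms share 17 nt for miR-2887 and 8 nt for miR-2904, so their 5p shares may not reflect arm use. The 9 also include miR-188 and miR-1. The miR-1-3p entry differs from its precursor by A17G, so its 5p share does not measure arm use of miR-1 itself. Both arms of miR-188 and of miR-716a, and miR-2887-3p, are likewise 1 base away from their listed precursors. For miR-590, on chromosome 3, the 5p share was 9.48% in PL, 42.2% in PMM, and 56.2% in LDM. For miR-539 the 5p share was 23.1%, 90.5%, and 86.4%, on few reads. Its 5p and 3p arms had 3 and 10 reads in PL, 38 and 4 in PMM, and 19 and 3 in LDM. For miR-330 the 5p share went the other way, with 50.0% in PL, 5.61% in PMM, and 11.3% in LDM. For miR-26b, also among the 9, the 5p share was 99.8%, 99.7%, and 99.3%, a difference that is small and passed the test at a high number of reads. If GC content were the cause, the arm that gains in PL would have the higher GC content throughout or the lower throughout, but it was higher in 3 precursors and lower in 5, and outside the window higher in 1 and lower in 4. In length, the gaining arm was the longer in 2 and the shorter in 4, and outside the window the longer in 1 and the shorter in 2. Precursors thus went both ways, but the less common direction held 37.5% of them for GC content (95% Clopper-Pearson interval 8.52% to 75.5%) and 33.3% for length (4.33% to 77.7%), too few to decide on either. With these numbers of precursors even an equal split would not have placed the interval above 25%, so this test could not have argued against either cause. At first both were judged without these intervals, at a limit of 25% each way, and were taken as argued against. Arm use differed between PMM and LDM in 4 precursors, miR-590, miR-6529, miR-26b, and miR-2904. Of these, miR-2904 lies in the chromosome 6 window, and the 5p share of miR-26b moved only from 99.7% to 99.3%. Differences thus also arise between the libraries of the previous study. The sequencing batch of PL and its fiber type cannot be told apart, since PL alone was sequenced for this study.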
